A study of Homo sapiens with 6 samples. Its data were reported in "Vascular Regulation by Super Enhancer-Derived LINC00607" (2022).

How the data were processed

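Single-cell libraries were prepared with the 10x Genomics 3′ chemistry from HUVECs under 3 conditions, with 2 libraries each (NM-Scr 1 and 2, HT-Scr 1 and 2, HT-KD 1 and 2). Groups and replicate numbers were taken from the sample labels. The labels give the mannitol concentration as 25 mM in one field and in another unit in a second, and the former was used. Per the file headers, the authors made the deposited UMI counts with Cell Ranger 6.1.1, and their methods name human hg38 as the reference. The deposited counts are raw numbers of UMIs per gene and barcode, with no normalization and no pooling of libraries. The other deposited files list the barcodes called as cells, and the gene identifiers with their symbols. The annotation release and the use of strand in counting are not given in the sources used here, so overlapping or antisense genes and genes with close paralogs, such as the CXCL family, carry that uncertainty. Of 33538 gene identifiers, 98.7% matched GENCODE v44 on GRCh38, from which all coordinates were taken. The supplement of the study gives the site at which the GapmeR binds. Whether cleaved LINC00607 could still be counted from its 3′ end was not tested.

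Retained cells had at least 200 genes, at most the 98th percentile of genes of their library and at most 25% mitochondrial UMIs, which are the filters the study states. The percentile limit is the only treatment of doublets. The barcodes per group in the files, 2806, 1846 and 3407, equal the cell numbers of the study, whereas its stated filters leave 2183, 1454 and 3068 cells. Replicates differed by more than sampling noise (chi-square per degree of freedom from 16.3 to 48.5), so none was treated as a library deposited more than once. At most 2 barcodes were shared by any pair of libraries.

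Cells are not replicates, so UMI counts were summed over the retained cells of each library and tested across libraries, in place of the per-cell Wilcoxon test of the study. Sums were tested with the edgeR quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) with robust estimation, TMM scaling, filterByExpr and no covariate, in one fit of all 6 libraries with 3 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05. The contrasts were HT-Scr minus NM-Scr (HT), HT-KD minus HT-Scr (knockdown) and HT-KD minus NM-Scr. Each ± beside a log2 fold change is its standard error. Gene sets were tested with camera and fry of limma 3.58.1. The groups, tests, contrasts, gene sets, naming rule and alternatives were fixed before the data were examined, apart from the additions named in the closing part.

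The naming rule covered LINC00607, genes the study names, and the 5 genes raised and 5 lowered most per contrast among calls with a mean of at least 10 CPM and the same sign in both pairs. It further covered reversed genes, protein-coding genes within 500 kb of LINC00607, and at most 2 members of each called set. TXNIP was under the CPM limit. Among the genes the study names, 1 was tested and counted in totals but is not reported here. Replicate numbers are shared between groups, and the differences between replicate 2 and replicate 1 correlated between groups, at 0.763, 0.684 and 0.649 across 13225 genes. The first principal component held 47.7% of the variance, of which 71.7% came from the replicate number. The numbers were therefore taken as pairing the libraries, and values from a fit with the replicate number as a block are printed or described where they change the call of a reported result. What the numbers stand for (a donor, a day or a batch) is not given in the sources used here.

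For shares of cells, each cell was thinned at random to 6000 UMIs, the largest multiple of 1000 that kept at least 80% of the cells of every library. Shares carry exact binomial (Clopper-Pearson) 95% intervals, and counts exact Poisson intervals. LINC00607-positive and LINC00607-negative thinned cells were summed per library and tested with edgeR with the library as a block. HT-KD cells were clustered in scanpy 1.11.5 on 1000 variable genes, scaled within each library, with 30 principal components, 20 neighbours and Leiden resolution 0.5. Clusters were compared if they held at least 30 cells and 1000000 UMIs in each library, the second limit being set after the values were seen. Clusters are given by number and not named. Size thresholds were applied to counts per 10000 with a pseudocount of 1. Lists of cell type markers described the libraries, and the endothelial list also served a test in the closing part.

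The tests were run on simulated data first, with 200 genes changed by 1 on the log2 scale in 5 draws over 13225 genes. Without the block, 23.9% of changed genes were recovered for the HT contrast and 27.9% for knockdown, with 0 false calls. With the block, 81.1% and 81.4% were recovered, and false calls made up 7.74% and 9.45% of the calls. For positive against negative cells, 84.0% were recovered with 5 false calls over 9617 genes. In 10 draws, a set of 30 genes raised by 0.5 was called 10 times and an unchanged set 0 times. These genes were drawn at random and simulated independently of each other, so sets whose genes vary together were not tested. In simulated cells, 3 of 3 planted classes were found.

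Alternatives were DESeq2 1.42.0, its size factors in the edgeR fit, no gene filter, only genes in at least 10% of cells, all deposited barcodes, only the groups of a contrast, the replicate block, equal library totals, no mitochondrial genes, and leaving out each library in turn. Other cluster settings and thresholds were tried where they apply. Fits that leave out a library had no replicate block unless stated, so differences between replicates enter their fold changes and set medians. Groups of 2 libraries are too small for tests of single outlying libraries or of other splits of the samples. Per-cell tests, integration of libraries and naming of cells by LINC00607 level were not applied here.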

Results

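Human umbilical vein endothelial cells (HUVECs), primary cells that line the umbilical vein, were profiled by droplet single-cell RNA sequencing from the 3′ end of polyadenylated transcripts. Cells of the NM-Scr group were kept for 7 days in medium with 25 mM mannitol, a sugar that serves as osmotic control. Cells of the HT-Scr group were exposed for 7 days to D-glucose at 25 mM together with the inflammatory cytokine TNFα at 5 ng/mL, a treatment (HT) used to mimic diabetic conditions. Both groups were transfected with a scramble locked nucleic acid (LNA), and cells were harvested 3 days after transfection. Cells of the HT-KD group were kept under HT and transfected with an LNA GapmeR against the long non-coding RNA LINC00607, an antisense molecule that directs cleavage of its target RNA. Each of the 3 groups had 2 libraries, so every mean ± SD below is over n = 2.

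The deposited matrices held 8059 barcodes, namely 1577 and 1229 for NM-Scr, 1048 and 798 for HT-Scr, and 1167 and 2240 for HT-KD. After cell filtering, 6705 cells remained, namely 2183 for NM-Scr, 1454 for HT-Scr and 3068 for HT-KD. The UMI counts (unique molecular identifiers, one per captured RNA molecule) of the retained cells were 19591567 and 11732615 in NM-Scr 1 and 2, 16259891 and 13302255 in HT-Scr 1 and 2, and 24482096 and 30068225 in HT-KD 1 and 2. The median UMI count per retained cell ranged from 11448 in NM-Scr 2 to 24930 in HT-KD 1. Barcodes with over 25% mitochondrial UMIs made up 21.8% and 18.1% of NM-Scr, 21.5% and 16.3% of HT-Scr, and 12.3% and 5.67% of HT-KD barcodes. The endothelial markers VWF, PECAM1 and CDH5 were detected in all 6 libraries, at 248 CPM or more, while the 11 markers of smooth muscle cells, fibroblasts and leukocytes reached at most 17.2 CPM.

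To check the knockdown, LINC00607 (ENSG00000235770, chromosome 2, 215611563 to 215848954 on the minus strand of GRCh38, annotated as a lncRNA gene) was examined first. It was counted 404 and 306 times in NM-Scr, 441 and 379 times in HT-Scr, and 173 and 141 times in HT-KD. The TMM-scaled level was 23.4 ± 3.70 CPM in NM-Scr, 27.4 ± 0.805 CPM in HT-Scr and 5.96 ± 1.67 CPM in HT-KD. LINC00607 was lower in HT-KD than in HT-Scr, with a log2 fold change of -2.20 ± 0.22 (SE; adjusted p = 0.0172, edgeR quasi-likelihood test), and it was lower in both same-numbered pairs of libraries. The adjusted p rose to 0.103 without HT-Scr 2 and to 0.0891 without HT-KD 2, and the change itself then was -2.16 and -1.93. The difference between HT-Scr and NM-Scr was 0.23 ± 0.21 on the log2 scale (adjusted p = 0.973), which is within the spread between replicates. Within same-numbered pairs it was 0.37 and 0.10, and with the replicate block it was not called (adjusted p = 0.684, edgeR quasi-likelihood test). It ranged from 0.074 without NM-Scr 1 to 0.40 without NM-Scr 2. An induction of LINC00607 by HT was therefore not detectable with these libraries.

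The share of cells with a LINC00607 UMI was compared after each cell had been thinned to 6000 UMIs. The share was 12.3% and 14.1% in NM-Scr, 13.6% and 15.3% in HT-Scr, and 3.40% and 2.33% in HT-KD. The exact binomial 95% intervals of NM-Scr 1 (10.4% to 14.5%) and HT-Scr 2 (12.5% to 18.5%), the lowest and highest scramble libraries, overlapped. Those of HT-KD 1 (2.33% to 4.76%) and HT-KD 2 (1.71% to 3.09%) lay below all of them. Thinning left out 365 NM-Scr, 190 HT-Scr and 150 HT-KD cells with fewer UMIs. Without thinning, the shares were 23.2% and 22.2% in NM-Scr, 34.0% and 35.7% in HT-Scr, and 12% and 5.75% in HT-KD, so the gap between HT-Scr and NM-Scr was 12.2 percentage points at unequal depth and 1.23 at equal depth. These cultures held no cell type that should lack the gene, so the share due to free RNA in droplets was not measured. The intervals cover counting error only.

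**Figure D1:**
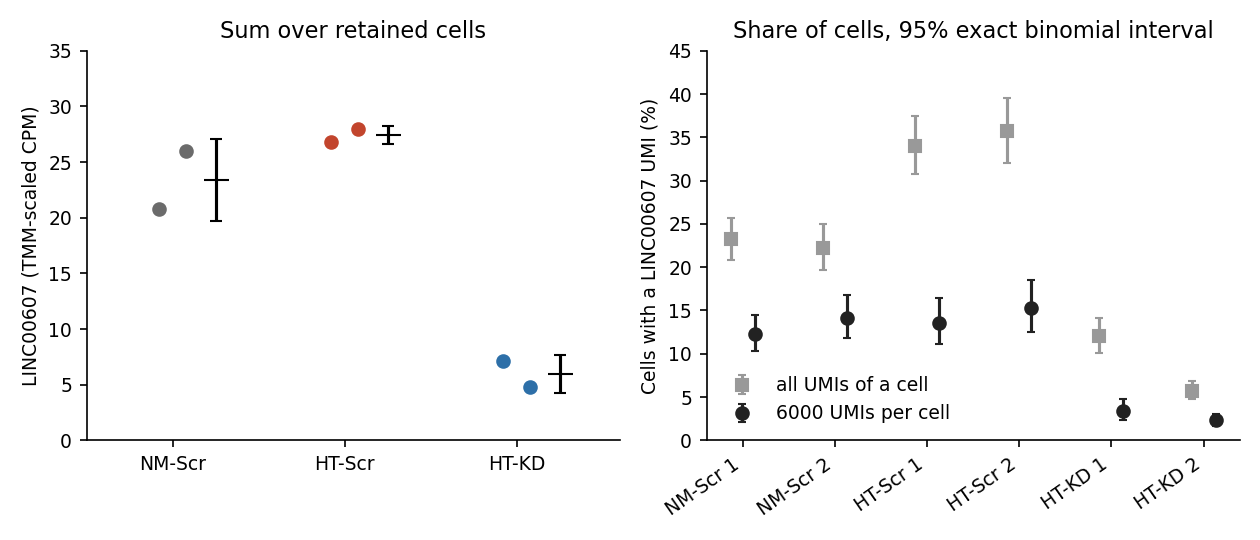
LINC00607 in the 6 libraries. Left, TMM-scaled CPM of each library (colored points) with mean ± SD of the group (black bars, n = 2), at 23.4, 27.4 and 5.96 CPM in NM-Scr, HT-Scr and HT-KD; right, percent of cells with a LINC00607 UMI before (gray squares) and after (black circles) thinning to 6000 UMIs, with exact binomial 95% intervals, where the intervals of HT-Scr and NM-Scr are apart before and overlap after thinning.

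To ask what HT changed, HT-Scr was compared with NM-Scr over 13225 genes. The edgeR quasi-likelihood test called 1 gene, TXNIP, while 658 genes had an unadjusted p under 0.05 and DESeq2 called 34 genes. With the replicate number as a block, edgeR called 96 genes, 66 higher and 30 lower in HT-Scr. Without any one of the 6 libraries, the unblocked test called 0 genes, with 335 genes at an unadjusted p under 0.05 without NM-Scr 1. TXNIP, named after its values were seen, was at 0.565 and 0.255 CPM in NM-Scr, 14.7 and 13.2 CPM in HT-Scr, and 10.6 and 7.15 CPM in HT-KD. It rested on 11 and 3 UMIs in NM-Scr, and its log2 fold change with HT was 4.97 ± 0.37 (adjusted p = 0.0445), higher in both pairs. Its adjusted p was 0.109 without NM-Scr 1, 0.166 without NM-Scr 2, 0.235 without HT-Scr 1, 0.179 without HT-Scr 2, 0.157 without HT-KD 1 and 0.143 without HT-KD 2. No gene met the rule for naming genes of this contrast.

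To ask what knockdown changed under HT, HT-KD was compared with HT-Scr. The edgeR quasi-likelihood test called 160 genes, of which 21 were higher and 139 lower in HT-KD. With the replicate block, 2819 genes were called, 1278 higher and 1541 lower, and these included all 160. The share of higher genes among the calls was thus 13.1% without and 45.3% with the block. DESeq2 called 1275 genes, 598 higher and 677 lower. The unblocked count fell to 53 without NM-Scr 1, 50 without NM-Scr 2, 73 without HT-Scr 1, 7 without HT-Scr 2, 14 without HT-KD 1 and 0 without HT-KD 2, where 2010 genes had an unadjusted p under 0.05. The genes lowered most by the naming rule were LYVE1 (-3.04 ± 0.17 on the log2 scale, adjusted p = 0.00780), ABCG2, MGP, DLL4 and KIT, with log2 fold changes of -2.86, -2.82, -2.68 and -2.51. LYVE1 went from 21.7 ± 1.39 CPM in HT-Scr to 2.61 ± 0.428 CPM in HT-KD, and its adjusted p was 0.0737 without HT-KD 2. Those raised most were SERPIND1, FST, LPXN, UGCG and CLDN11, with log2 fold changes of 1.89, 1.52, 1.29, 1.16 and 1.13. All 10 changed in the same direction in both pairs, which the rule required. Of these 10 calls, 3 were lost without NM-Scr 1, 4 without NM-Scr 2, 5 without HT-Scr 1, 8 without HT-Scr 2, 9 without HT-KD 1 and all 10 without HT-KD 2, where the adjusted p lay between 0.0737 and 0.225.

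HT-KD and NM-Scr were compared to ask how far the cells with knockdown remained from the osmotic control. Here 458 genes were called, 139 higher and 319 lower in HT-KD, and 3122 with the replicate block, 1447 higher and 1675 lower. DESeq2 called 1394, 655 higher and 739 lower. The share of higher genes among the calls was 30.3% without and 46.3% with the block. The count fell to 29 without NM-Scr 1, 25 without NM-Scr 2, 24 without HT-KD 1 and 16 without HT-KD 2, and to 275 and 282 without HT-Scr 1 and HT-Scr 2. LINC00607 was lower in HT-KD by this comparison as well (-1.97 ± 0.22 on the log2 scale, adjusted p = 0.0158).

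Next, 12 genes that the study names were examined. With HT, 0 were called by the edgeR quasi-likelihood test, both over all genes tested and when adjusted over the list alone, while 1 had an unadjusted p under 0.05 and DESeq2 called 0. With the replicate block, 2 of the 12 were called, among them CCL2, which was higher in HT-Scr in 2 of 2 pairs (1.5 ± 0.39, adjusted p = 0.944 without and 5.97e-04 with the block, and 8.07e-22 to 1 over all alternatives). FN1 differed by 0.46 ± 0.29 with HT (adjusted p = 0.953), and was at 0.20 without HT-Scr 2 and 0.69 without HT-Scr 1. THBS1 differed by -0.0073 ± 0.15. With knockdown, 1 of the 12 genes, COL4A1, was called over all genes and 3 were called when adjusted over the list alone. The study named some genes of this list from these samples and others from other data, so the list is not wholly independent evidence. The corresponding counts with the block were 8 and 10, and DESeq2 called 3 over all genes.

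COL4A1 (chromosome 13, 110148963 to 110307157) fell from 629 ± 103 CPM in HT-Scr to 224 ± 62.7 CPM in HT-KD, with a log2 fold change of -1.49 ± 0.22 (adjusted p = 0.0408). This call was lost without any one of the 6 libraries, where the adjusted p was 0.0745 without NM-Scr 1, 0.0731 without NM-Scr 2, 0.0579 without HT-Scr 1, 0.228 without HT-Scr 2, 0.0585 without HT-KD 1 and 0.188 without HT-KD 2. The change stayed between -1.79 and -1.22. THBS1 fell by 0.76 on the log2 scale (SE 0.15; adjusted p = 0.0667, 0.00368 with the block, and 2.53e-06 to 0.315 over all alternatives), lower in both pairs, and DESeq2 called it as well. FN1 changed by -0.60 ± 0.29 (adjusted p = 0.271, and 0.0672 to 0.752 over all alternatives that adjust over all genes), and its replicates differed, with -0.023 in the first pair of libraries and -1.22 in the second. CCL2 and ICAM1 were called as higher after knockdown with the block, by 0.72 ± 0.38 (adjusted p = 0.323 without and 0.00459 with the block, and 4.11e-05 to 0.749 over all alternatives) and 1.65 ± 0.55 (0.176 without and 0.00697 with the block, and 0.00315 to 0.597 over all alternatives). DESeq2 also called ICAM1. FABP4, NOS3, MYC and TGFB2 were called with the block and not without it, at log2 fold changes of -1.24, -0.44, 0.51 and 0.91. In fits without the block, the size of several of these changes depended on single libraries. There the lone library of a group is set against both replicates of the other, so the replicate difference enters the change. Within same-numbered pairs, CCL2 changed by 0.85 and 0.51, MYC by 0.62 and 0.38, and TGFB2 by 1.06 and 0.59. The pairs differed more for ICAM1 (2.06 and 0.87) and FABP4 (-0.64 and -2.04). The values that follow come from the fits without the block. Without HT-KD 1, CCL2, ICAM1, MYC and TGFB2 were at 0.21, 0.69, 0.30 and 0.13, and FABP4 at -1.90. Without HT-KD 2, CCL2 and TGFB2 were at 1.11 and 1.44, and FABP4 at -0.78. CCL2 was at 0.48 without HT-Scr 2, and TGFB2 at 1.42 without HT-Scr 1 and 0.57 without HT-Scr 2. Over all genes, SMAD3, CTGF and FN1 were called neither with nor without the block. Adjusted over the list alone with the block, CTGF (0.0258) and FN1 (0.0354) passed.

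**Figure D2:**
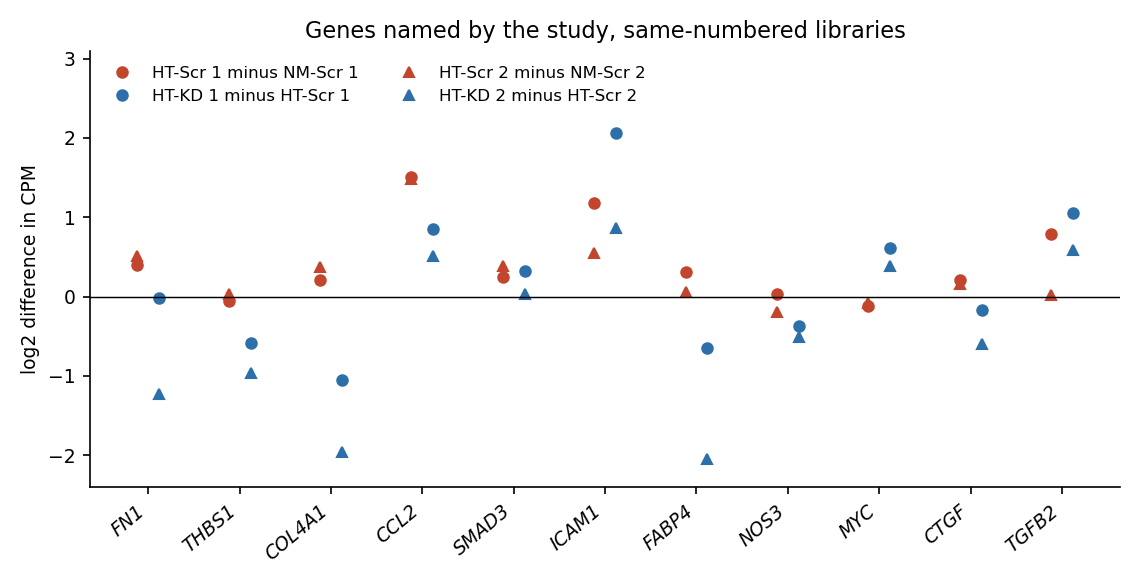
Log2 differences in CPM between same-numbered libraries for 11 genes the study names, with HT (HT-Scr minus NM-Scr, red) and with knockdown (HT-KD minus HT-Scr, blue), for replicate 1 (circles) and replicate 2 (triangles). COL4A1 and THBS1 lie below 0 with knockdown in both pairs, whereas FN1 is at -0.023 and -1.22.

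To ask whether knockdown reverses the changes made by HT, genes called in both contrasts with opposite signs were counted. There were 0 such genes in the edgeR quasi-likelihood test, since 0 genes were called in both contrasts. At an unadjusted p under 0.05 in both, 171 of 254 genes (67.3%) had opposite signs, and DESeq2 gave 4 opposite genes of 9 called in both. With the replicate block, 43 genes were called in both, 10 with opposite and 33 with the same sign. The 10 genes, chosen after their values were seen, included TXNIP, TNFSF10, HDAC9, CHST1 and MEG3 (higher with HT and lower with knockdown) and AXL and ADGRG1 (lower with HT and higher with knockdown). FN1 and THBS1 were not among them. Both contrasts use the HT-Scr libraries, which makes opposite signs more frequent with no effect at all. In 20 simulations of unchanged groups, 67.4% of all genes had opposite signs. At an unadjusted p under 0.05 in both contrasts, 360 of 360 genes summed over these simulations had opposite signs (a mean of 18 genes per simulation), a count chosen after the data had been seen. When the changes of both blocked contrasts were instead placed on genes independently of each other, a mean of 18.7 genes was called in both with the block, and on average 62.2% of them were opposite (31.6% to 83.3% in 20 simulations).

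Across all 13225 genes, the log2 fold changes with HT and with knockdown had a Pearson correlation of -0.145 (Spearman -0.209). Simulated unchanged groups that share the same control libraries gave -0.538 ± 0.011 (SD of 20 draws). When the contrasts were formed so that no library was shared, the correlation was 0.023 and -0.027 in the 2 possible arrangements. The correlation was -0.595 without HT-Scr 1, -0.535 without HT-Scr 2, -0.0806 without HT-KD 2 and -0.00126 without NM-Scr 1. These are correlations across genes, which are not independent replicates.

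**Figure D3:**
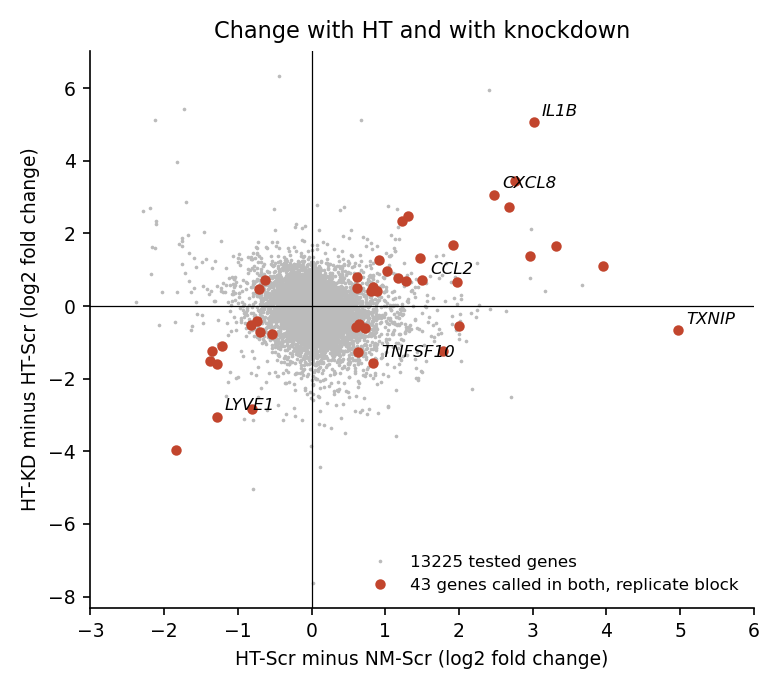
Log2 fold change with HT (x axis) and with knockdown (y axis) of 13225 genes (gray), with the 43 genes called in both contrasts of the fit with replicate block in red. Of these, 33 lie where both changes have the same sign and 10 where the signs differ.

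The size thresholds stated by the study were also applied without a test, to pooled cells of each group. A gene counted when it was detected in at least 10% of the cells of either group and its log2 ratio of mean expression was over 0.25 in size. With HT, 130 genes passed, 81 higher and 49 lower, and with knockdown 964 passed. Of 79 genes that passed in both, 62 had opposite and 17 the same sign, and 51 passed with HT alone. Both ratios use the HT-Scr cells, which favors opposite signs. FN1 (0.26 with HT and -0.78 with knockdown) and COL4A1 (0.28 and -1.55) were opposite, whereas CCL2, SMAD3, ICAM1 and THBS1 were not. When the same sign and the threshold were required in both pairs of libraries, 25 genes were opposite, and none of the 13 named genes (LINC00607 and the 12 above) was among them; no p-value belongs to this count.

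Sets of genes written before the data were examined were then tested with camera (preset inter-gene correlation of 0.01, adjusted over 8 tests). With HT, the NF-kB/TNF response set was higher (28 genes, median log2 fold change 0.71, 24 genes up, adjusted p = 1.62e-12), as was the interferon response set (26 genes, median 0.33, adjusted p = 1.79e-06), and the cell cycle set was lower (30 genes, median -0.17, adjusted p = 0.00174). The extracellular matrix and fibrosis set was not called with HT (31 genes, median 0.12, adjusted p = 0.0521, and 0.0440 with the replicate block). With knockdown, the cell cycle set was higher (median 0.94, 30 of 30 genes up, adjusted p = 8.02e-21), the NF-kB/TNF response set was higher (median 1.28, 27 of 28 genes up, adjusted p = 5.30e-12), and the extracellular matrix set was lower (median -0.69, 3 of 31 genes up, adjusted p = 5.21e-13). The interferon response set was not called with knockdown (adjusted p = 0.619). Without NM-Scr 2, the adjusted p of the cell cycle set with HT was 0.0656, and without HT-Scr 2 the set was not lower (0.709). Its median was -0.36 without HT-Scr 1. The median of the NF-kB/TNF set with HT was 0.22 without HT-Scr 1 (adjusted p = 0.00140) and 1.12 without NM-Scr 1, and that of the interferon set 0.50 without NM-Scr 1. With knockdown, the median of the NF-kB/TNF set was 0.58 without HT-KD 1 and 0.80 without HT-Scr 2, and that of the cell cycle set 0.58 without HT-KD 2. The matrix set was called with HT without NM-Scr 2 (0.0292), HT-Scr 1 (0.0292), HT-KD 1 (0.0101) or HT-KD 2 (0.00972). None of the set calls held under fry, with adjusted p from 0.187 to 0.623, or with an estimated inter-gene correlation, from 0.247 to 0.638. Both were run without the replicate block, so they do not show whether the calls hold in a blocked fit. The set members that changed most with knockdown were AURKA (1.24) and CENPE (1.23) in the cell cycle set, COL1A2 (-2.83, under 2 CPM in every library) and HSPG2 (-1.59) in the matrix set, and CCL20 (6.33) and CSF2 (5.96) in the NF-kB/TNF set, both under 0.5 CPM in HT-Scr. HSPG2 was called with and without the block, and the other 5 only with it, at adjusted p of 0.00626 (AURKA), 0.00431 (CENPE), 0.0347 (COL1A2), 6.52e-05 (CCL20) and 3.05e-06 (CSF2), against 0.0821 to 0.142 without it. In the interferon set, IFIT1 (2.17) and IFITM1 changed most with HT, both under 2 CPM.

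The protein-coding genes within 500 kb of LINC00607 were ABCA12, ATIC, FN1, MREG, PECR, TMEM169, XRCC5 and MARCH4. ABCA12 had 0 UMIs and TMEM169 too few to be tested. Of the 6 tested, 0 were called with knockdown by the edgeR quasi-likelihood test without the block, while 1 had an unadjusted p under 0.05 and DESeq2 called 0. With the block, ATIC was called (0.59 ± 0.21 on the log2 scale, adjusted p = 0.159 without and 0.0163 with the block, and 0.00857 to 0.516 over all alternatives), higher in 2 of 2 pairs and at 0.33 without HT-KD 2. MARCH4 was not called with knockdown (0.66 ± 0.37, adjusted p = 0.333 without and 0.0508 with the block). Over the alternatives other than leaving out a library, its adjusted p was 0.0241 to 0.423, so its call depends on the fit. Its change was 0.25 to 1.29 when 1 library was left out. FN1 lies 175 kb from LINC00607.

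To compare cells within a library, thinned cells with at least 1 LINC00607 UMI were compared with cells without one, summed per library. The comparison called 1274 of 9655 genes, 571 higher and 703 lower in LINC00607-positive cells, and 780 without NM-Scr 1. Within the HT-KD libraries alone, 227 genes were called. FN1 (0.60 ± 0.05 on the log2 scale, adjusted p = 3.49e-18), COL4A1 (0.67 ± 0.06, adjusted p = 1.12e-13) and THBS1 (0.32 ± 0.05, adjusted p = 1.99e-08) were higher in positive cells in 6 of 6 libraries. Within the HT-KD libraries alone, COL4A1 (0.97 ± 0.14, adjusted p = 8.04e-09) and THBS1 (0.48 ± 0.12, adjusted p = 0.00453) were called, as were CCL2, ICAM1 and FABP4, and FN1 was not (0.38 ± 0.13, adjusted p = 0.107). In cells without a UMI of a listed cell cycle gene, FN1, COL4A1 and THBS1 were not called. CCL2, ICAM1 and CTGF were also higher in positive cells, and MYC was lower in 6 of 6 libraries (-0.52 ± 0.13, adjusted p = 0.00211), a call that was lost with all deposited barcodes (0.363).

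Finally, HT-KD cells were clustered with 5 genes left out, among them LINC00607, FN1, THBS1 and COL4A1. Of 6 clusters, 5 had enough cells and UMIs in both libraries to be compared, and no test was applied. Cluster 3 had the highest LINC00607 level in both libraries, at 16.3 CPM in HT-KD 1 (110 UMIs, exact Poisson 95% interval 13.4 to 19.6) and 9.63 CPM in HT-KD 2 (71 UMIs, 7.52 to 12.1). Cluster 0 had the lowest, with 1 UMI in HT-KD 1 (0.259 CPM, interval up to 1.44) and 0 UMIs of 2880250 in HT-KD 2 (interval up to 1.28 CPM). Clusters picked in one library thus kept their place in the other at this resolution. At resolution 1.0 the lowest cluster did so, while the highest ranked second in the other library. COL4A1 was higher in cluster 3 than in cluster 0, with log2 ratios of 1.39 in HT-KD 1 and 1.62 in HT-KD 2, as was THBS1 (0.53 and 0.74). FN1 was lower in cluster 3 than in cluster 0 in both libraries (-0.23 and -0.16). Clusters 1 and 4, with LINC00607 at 2.22 and 3.34 CPM in HT-KD 1 and at 2.75 and 2.63 CPM in HT-KD 2, had FN1 at 352 and 289 CPM in HT-KD 1 and at 273 and 248 CPM in HT-KD 2. FN1 was at 728 and 434 CPM in cluster 2 and at 951 and 639 CPM in cluster 3, both of which held more LINC00607 than clusters 1 and 4 in each library. Among the 5 clusters, cluster 0 was thus the exception, with little LINC00607 and high FN1.

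**Figure D4:**
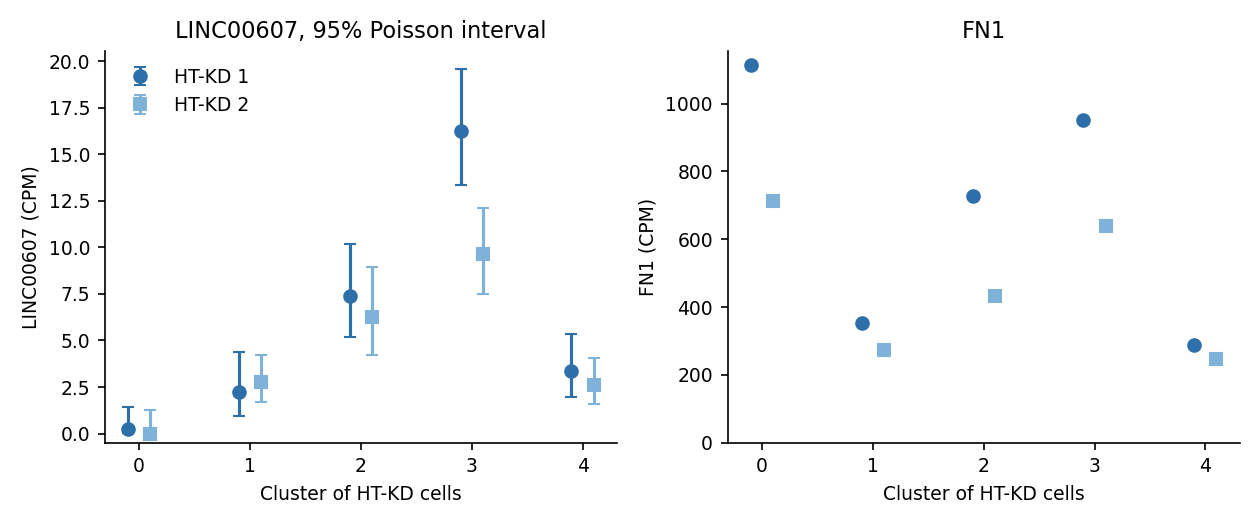
LINC00607 (left, CPM with exact Poisson 95% interval) and FN1 (right, CPM) in 5 clusters of HT-KD cells, for HT-KD 1 (dark circles) and HT-KD 2 (light squares). LINC00607 is highest in cluster 3, at 16.3 and 9.63 CPM, and lowest in cluster 0, while FN1 in cluster 0 is at 1112 and 712 CPM.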

Values the study reported

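The study reported sequencing 2,806 NM-scr, 1,846 HT-scr and 3,407 HT-KD cells. It reported 60 genes altered by HT and reversed by knockdown, among them FN1 and THBS1, and 67 genes that were irreversible, among them CCL2, SMAD3 and ICAM1. It described about 3,000 cells of the knockdown group as falling into 7 clusters.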

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

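The fits that combine the replicate block with DESeq2, with all deposited barcodes or with leaving out a library were chosen after the data had been seen; all other alternatives were set before. Where no cause is named below, the cause was not tested.

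Of 41 changes of single genes, 693 comparisons with an alternative were made, of which 583 kept direction and side of the threshold. In 59 the change was no longer called, in 41 it became called, and in 10 the sign changed. Of the 59, 51 came from leaving out a library. LINC00607 fell with knockdown in all 17 alternatives, from -2.50 to -1.93 on the log2 scale, and its adjusted p ranged from 2.04e-17 to 0.103. Its change with HT was called in none of them (adjusted p from 0.648 to 1). Of these 41 changes, the block altered no call other than those printed with the results or in the other observations, and no gene called without the block in any of the 3 contrasts was lost with it.

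Counts of calls differed between fits. In the order HT, knockdown, HT-KD against NM-Scr, and opposite genes, the counts were 1, 160, 458 and 0. They were 96, 2819, 3122 and 10 with the replicate block; 34, 1275, 1394 and 4 with DESeq2; 35, 1460, 1661 and 7 with no gene filter; 115, 1739, 1878 and 16 with DESeq2 and the replicate block; and 91, 3389, 3632 and 11 with all deposited barcodes and the replicate block. With only the groups of the contrast in the edgeR fit, the first 3 were 0 (783 at an unadjusted p under 0.05), 34 and 264, in a fit with fewer libraries. For knockdown, 357 genes were called among genes in at least 10% of cells and 253 with all deposited barcodes. Leaving out 1 library gave 0 genes for HT, 0 to 73 for knockdown and 16 to 282 for HT-KD against NM-Scr, and 0 opposite genes. Here the lone library of a group is assumed to vary like the other groups. With the block as well, where 1 residual degree of freedom is left, the ranges were 53 to 1772, 823 to 6102, 1270 to 5960 and 5 to 819.

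The correlation of both changes was -0.458 with no gene filter, -0.107 for genes in at least 10% of cells, and from -0.595 to -0.00126 without 1 library. The adjusted p of the sets with HT was 0.638 (cell cycle), 0.247 (interferon) and 0.247 (NF-kB/TNF) with an estimated correlation, and 0.623, 0.187 and 0.360 under fry. With knockdown it was 0.247 with an estimated correlation and 0.187 under fry for each of cell cycle, matrix and NF-kB/TNF. All these values come from fits without the replicate block. The matrix set with HT passed with the replicate block (0.0440). Without 1 library, the cell cycle set with HT ranged from 5.31e-09 to 0.709 and lay in the other direction without HT-Scr 2, the matrix set with HT ranged from 0.00972 to 0.560, and the interferon set with knockdown from 0.0606 to 0.727, in the other direction without HT-KD 2 (0.334).

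For single genes whose sign changed when a library was left out, the log2 ranges were -0.064 to 0.047 (THBS1 with HT), -0.049 to 0.43 (SMAD3 with knockdown), -0.077 to 0.45 (FABP4 with HT), -0.21 to 0.013 (MYC with HT), -0.010 to 0.84 (TGFB2 with HT), -0.12 to 0.78 (MREG with knockdown) and -0.23 to 0.17 (PECR with knockdown). None of these 7 changes was called. All 7 ranges come from fits without the replicate block, so differences between replicates enter them. PECR was at 0.076 with all deposited barcodes and at 0.084 with the replicate block as well.

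The count for positive against negative cells was 227 in the HT-KD libraries alone, which hold fewer cells, 3044 with no thinning, and 780 to 1297 without 1 library. With no thinning, the share of cells with a LINC00607 UMI differed by 12.2 points between HT-Scr and NM-Scr and by -26.0 between HT-KD and HT-Scr, against 1.23 and -11.6 at equal depth. Opposite genes by size numbered 11 with a natural-log threshold, which is stricter, 48 with all deposited barcodes, and 25 when both pairs had to pass. In 8 other cluster settings (resolution 0.3 and 1.0, 15 principal components and 5 random seeds), the cluster lowest in LINC00607 in one HT-KD library was also lowest in the other. The highest was the same in both libraries except at resolution 1.0. The highest minus the lowest cluster was 8.80 to 10.8 CPM read in HT-KD 2 (9.63 as reported) and 15.4 to 18.0 CPM read in HT-KD 1 (16.0 as reported). Log2 ratios of these clusters were -0.32 to -0.071 for FN1, 0.52 to 0.82 for THBS1 and 1.06 to 2.14 for COL4A1. With only 173 and 141 LINC00607 UMIs in HT-KD, depth limits all statements on single cells of that group.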

Other observations

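The tests of depth, of shared libraries, of endothelial markers, of equal weights for both libraries, of cells without cell cycle UMIs, and of FN1 and COL4A1 against matched genes were chosen or put in their present form only after the result was seen; those of library totals, of HT-Scr cells shared by the size ratios, of the number of changed genes and of cluster 0 were set before it.

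The number of opposite genes by test was 0 without the replicate block. That is lower than the value quoted from the study above. With the block it was 10. That is lower than the value quoted from the study above. By size alone, it was 62, or 48 with all deposited barcodes, and no p-value was used. Of the genes past the size threshold with HT, 51 did not pass with knockdown. The filter on cells was the one stated in the methods, except for the count of 48, and the test differed, so the definitions of both counts differ.

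A larger share of HT-Scr than NM-Scr cells had a LINC00607 UMI when all UMIs were used. More UMIs per cell in HT-Scr would give such a gap with no change in level. At 6000 UMIs per cell the gap was 1.23 percentage points, with overlapping intervals, so depth is a candidate explanation for most of it. A small induction by HT stays open, as untested at this depth.

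Genes called in both contrasts of the blocked fit mostly moved in one direction (33 of 43). Among them, and chosen after their values were seen, were IL1B, CXCL8 and CXCL1, which were higher with HT and higher again after knockdown. IL1B was at 2.98 and 0.590 CPM in HT-Scr and at 104 and 20.8 CPM in HT-KD. Its log2 fold change with knockdown was 5.07 ± 1.20 (adjusted p = 0.122 without and 7.18e-07 with the block, edgeR quasi-likelihood; over the alternatives, 1.82e-16 to 0.515). Sharing the HT-Scr libraries cannot be the source, since it pushes signs apart. In arrangements that share no library, the correlation over the 96 genes called with HT was 0.459 and 0.401. Of these 96 genes, 41 (42.7%) and 37 (38.5%) were opposite there. In the blocked fit, which shares the HT-Scr libraries, 38 of the same 96 were opposite, whether or not called with knockdown. The 10 of 43 cover only genes called in both contrasts, so they are not comparable with these counts. Unequal library totals cannot be told apart from the pattern with these numbers: with all libraries at one total, 18 of 48 genes (37.5%) were opposite, with an exact binomial 95% interval of 24.0% to 52.6% that reaches an even split and treats genes as independent. The share was 23.3% with the block and 36.4% with DESeq2 and the block. With the block it was 35.5% without NM-Scr 1, 41.9% without NM-Scr 2, 83.1% without HT-Scr 1 and 14.3% without HT-Scr 2. Without HT-KD 1 it was 71.0%, and without HT-KD 2 59.8%. Most genes called in both were thus opposite without HT-Scr 1 or either HT-KD library. These fits leave 1 residual degree of freedom and call other sets of genes. Without 1 HT-Scr library, both contrasts rest on the other alone, which favors opposite signs. They therefore do not show whether the 43 genes keep their direction. A response to the GapmeR itself, apart from loss of LINC00607, stays open, as the design has 1 GapmeR and no second sequence was analysed here.

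VWF, PECAM1 and CDH5 were lower after knockdown, with log2 fold changes of -1.56, -0.97 and -0.74 (adjusted p = 0.0889, 0.0487 and 0.0682 without, and 0.00163, 0.00137 and 0.00262 with the block, edgeR quasi-likelihood), each lower in both pairs in CPM. Fewer endothelial cells would lower all markers of the list alike. The other 5 listed markers had a median change of -0.24, from -0.57 for MCAM to 0.0018 for EGFL7, against -0.74 ± 0.15 for CDH5, the least changed of VWF, PECAM1 and CDH5. MCAM and ID3 (-0.33 ± 0.26) go with a loss, as both were lower and called with the block (adjusted p = 0.0131 and 0.0485, against 0.0793 and 0.470 without it), and GNG11 was lower as well (-0.24 ± 0.13). EGFL7 (0.0018 ± 0.11) and CLDN5 (-0.10 ± 0.18) did not fall with CDH5. These values argue against a loss of endothelial cells as the whole cause, and a part in it stays open. A change in state of the cells may be one explanation and was not tested.

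Genes past the size threshold went opposite ways in pooled cells. The pools hold uneven shares of both replicates, as replicate 2 gave 67.4% of HT-KD but 44.8% of HT-Scr cells. With both libraries at equal weight, 61 genes were opposite in place of 62, and 58 were in both lists, which argues against this mix as a source of the count. The HT-Scr cells are shared by both ratios, which favors opposite signs. With ratios between single libraries that share none, 54 of 108 genes past the threshold in both (50%) were opposite for HT-Scr 1 over NM-Scr 1 with HT-KD 2 over HT-Scr 2, and 61 of 73 (83.6%) in the other arrangement. With a shared library, it was 36 of 70 (51.4%) in the first pair and 114 of 127 (89.8%) in the second. The arrangements disagree, so the shared cells as a source of the count cannot be told apart from a reversal. FN1 stayed past the threshold, at -0.69.

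LINC00607-positive and LINC00607-negative cells differed in the number of changed genes and in FN1 and COL4A1, which may reflect cells in division being negative. In cells without a UMI of any listed cell cycle gene, FN1 differed by 0.19 ± 0.09 and COL4A1 by 0.26 ± 0.09 (adjusted p = 0.735 and 0.562), and 3 of 5454 genes were called. THBS1 differed by 0.076 ± 0.08 (adjusted p = 0.942), and no random draws were read for it. Fewer cells do not account for the values of FN1 and COL4A1: in 20 random draws of as many cells, FN1 differed by 0.40 to 0.81 and COL4A1 by 0.40 to 0.87, each called in 18 draws, with a median of 170 genes called. Positive cells were more frequent without cell cycle UMIs in 5 of the 6 libraries (from 20.2% against 10.7% in NM-Scr 1 to 16.2% against 15% in HT-Scr 2), and not in HT-Scr 1 (12.4% against 13.9%). HT-Scr 1 had the largest FN1 difference of the 6 libraries (0.81), but its 12.4% rests on 18 of 145 cells. So few cells of 1 library cannot decide whether cell cycle state is the whole source. Cell cycle state is a candidate explanation for the difference in both genes, in part or in whole.

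Any gene detected in as many cells might split the cells in this way. Splits by 50 other genes of like detection in the 4 scramble libraries called a median of 10 genes, against 1159 for LINC00607, and 1 of the 50 called more, 1610. The number alone does not set LINC00607 apart from all of them. For FN1, the difference of 0.66 by LINC00607 was above all 50, the highest of which was 0.51, so detection alone is not its source. For COL4A1, 8.0% of the matched genes gave a difference as large as the 0.59 seen, and for THBS1 6.0% gave one as large as the 0.25 seen. The matched median was 0.028 for COL4A1 and 0.041 for THBS1, so like detection alone gave little difference for most genes. LINC00607 is still not set apart from all matched genes for either.

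Cluster 0 of the HT-KD cells held almost no LINC00607, yet more FN1 than the cluster with most LINC00607. Among the other 4 compared clusters, FN1 was lower in clusters 1 and 4, which held less LINC00607, than in clusters 2 and 3, in both libraries. ASPM, PLK1 and CCNB1 led the genes of cluster 1, and the histone genes HIST1H1B, HIST1H4C and HIST1H1D those of cluster 4, all genes of dividing cells, so this trend follows cell cycle state as well and was not tested apart from it. IL1B, CEBPD and CXCL5 led the genes that define the cluster. A stronger knockdown in these cells than in the others could give this pattern, and so could a cell state that lacks LINC00607 without knockdown. When all 6 libraries were clustered together, a cluster with 83.2% of the cluster 0 cells held 5 of 3637 scramble cells, with 2 LINC00607 UMIs. These are too few to decide, so the explanations cannot be told apart. Without the 4004 genes called between groups, the cells did not separate, as cluster 0 made up 32.6% of the HT-KD cells in the cluster that held most of it. The 772 scramble cells in that cluster had 557 LINC00607 UMIs, at 31.3 to 38.3 CPM, above the other scramble cells of each library (16.5 to 26.8 CPM), with exact intervals that overlap in both HT-Scr libraries. This goes against a state that lacks LINC00607 without knockdown, but it decides little, since most of the HT-KD cells there were not of cluster 0.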
